A study of Danio rerio with 5 samples. Its data were reported in "Pericentromeric hypomethylation elicits an interferon response in an animal model of ICF syndrome" (2018).

How the data were processed

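The data are a single table of gene expression from RNA of whole zebrafish larvae at 2 weeks post-fertilization, with 5 libraries from pools of 10 larvae each. Per the labels, poly(A) RNA was prepared with a stranded kit and sequenced as paired ends. The authors aligned reads to the danRer7 genome with STAR in a two-pass mode, counted them per gene with HTSeq on an Ensembl annotation, and scaled the counts with DESeq. Whether the counting used the strand is not stated, so values of overlapping and antisense genes are uncertain. The deposited values are a signal per gene and library, namely the read count divided by a size factor of the library with 1 added. This was read from the values themselves. After subtracting 1, every value of a column was a whole multiple of a single step, which is the scaled value of 1 read (0.861 and 1.06 for the libraries labelled WT, and 0.989, 1.08 and 1.01 for those labelled Mutant). Whole reads were recovered in this way for all values (a share of 1 in each library). Their totals are the depths given in the report. The value after subtracting 1 is called the scaled count. No listed gene had scaled counts summing to less than 14.1 over the libraries, so low genes appear to have been removed before deposition by a rule that is not stated.

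Libraries were grouped by their labels into 2 labelled WT and 3 labelled Mutant. The columns of the WT group carry the numbers 2 and 3, which do not match the sample titles, so they entered as WT without a sample number. Gene names are those in the table, where 191 symbols occur more than once. Of the gene identifiers, 93.7% were found in a table of gene names.

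Scaled counts plus a pseudocount of 1 were taken to log2 and tested with limma 3.58.1 (R 4.3.3), with an intensity trend and both groups in 1 fit without covariates. The test was two-sided. Genes with a mean scaled count of at least 10 were tested, and 1547 genes were left out. A fold change is on the log2(scaled count + 1) scale and so understates the change of low genes. P-values were adjusted with the Benjamini-Hochberg method, and adjusted p-values without another tool named are those of limma. A gene was called at an adjusted p under 0.05 and at least a 2-fold change, and counts within lists used the adjusted p alone. Where every library of a group had 3 reads or fewer, the fold was computed against 3 reads and is a lower bound. With 2 libraries against 3, an exact permutation test of a single gene cannot give a p-value below 0.1, so none is reported and p-values rest on the variance model shared across genes. Sets were tested with camera at a preset inter-gene correlation of 0.01, and also with fry and with camera at an estimated correlation.

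Named genes were chosen by a rule fixed before the data were examined. They are zbtb24, the genes of the lists, and the 8 genes with the largest change in each direction among those called whose values do not overlap between the groups. The lists and the alternatives were fixed at the same time. The lists were the innate immune genes the study displayed for these libraries (28 genes found of 30), the interferon genes it displayed at 3 weeks (15 of 18), general interferon stimulated genes (46 of 50), inflammation genes (27 of 32), sensors (11 of 12) and DNA methylation genes (15 of 15). A list of 3 immunoglobulin heavy chain symbols matched 0 genes of the table and is not analysed here. Symbols were matched through the table's own names, a table of gene names, and the names and synonyms of the RefSeq annotation of assembly GRCz12tu. That annotation also gave the order of genes along chromosomes. It is another build than danRer7, so no coordinates are given, and only the chromosome and the order of genes along it were used.

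In total 15 alternatives were run. They were pseudocounts of 0.5 and 8, no filter on low genes, a minimum mean of 50, columns rescaled to equal totals, quantile normalization, voom with limma, the quasi-likelihood test of edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, robust empirical Bayes, and leaving out each library. Where that left 1 library labelled WT, values without a test are given. DESeq2 set the adjusted p of 2364 genes to missing, and these counted as not called. On recovered reads, edgeR called 147 genes higher and 80 lower, and DESeq2 129 higher and 69 lower.

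The steps were tested on simulated data. Counts were drawn for the real genes with the depths and dispersions of the real libraries, and a known log2 change of 1.5 in either direction was added to 200 genes, of which 198 were among 20286 tested. The limma step called 194 of them (98.0%) and 1 unchanged gene, and DESeq2 called 90.4%. Of 200 sets of 28 unchanged genes, 2 had a camera p under 0.05. For the closing observations, 16 marker lists of tissues, cell types and responses were written after expression values had been looked at.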

Results

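Gene expression in whole zebrafish larvae at 2 weeks post-fertilization was compared between libraries labelled as wild type and as zbtb24 mutant. ZBTB24 is a zinc finger protein that is mutated in immunodeficiency, centromeric instability and facial anomalies (ICF) syndrome, a disorder with loss of DNA methylation at pericentromeric repeats. Each library was made from a pool of 10 larvae. There were 5 libraries, of which 2 were labelled WT (wild type) and 3 were labelled Mutant (homozygous for a zbtb24 deletion allele). The description of the series gives 3 pools per genotype, and why only 2 libraries labelled WT are listed is not stated. The libraries labelled WT are named here by the numbers of their columns, 2 and 3, because these numbers could not be tied to single samples. Reads assigned to genes numbered 28601962 and 23796792 in the libraries labelled WT (columns 2 and 3), and 26711419, 24504651 and 26153100 in those labelled Mutant (replicates 1, 2 and 3). The 10 most abundant genes took from 8.94% to 10.3% of the reads of a library. Across genes, the log2 values of the pair labelled WT correlated with a Pearson r of 0.988 and those of pairs labelled Mutant with an r from 0.988 to 0.989. Between the groups r lay between 0.969 and 0.986. Genes are not independent replicates, so these values only describe how close the libraries were. No pair within a group was close enough to be the same library under 2 names, since the chi-square per gene ranged from 11.1 to 17.3.

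The targeted gene was examined first, as a check of the labels. Transcripts of zbtb24 (ENSDARG00000075533) were not lower in the libraries labelled Mutant. Scaled counts were 127 and 77.3 in the libraries labelled WT, and 155, 175 and 282 in those labelled Mutant, with means of 102 ± 35.5 (SD, n = 2) and 204 ± 68.0 (SD, n = 3). The log2 fold change was 0.98 (SE 0.28), which did not pass the threshold in limma (adjusted p = 0.0642). Every library labelled Mutant lay above both labelled WT, so the targeted gene went against the labels. Directions below are therefore given for libraries as labelled. Among the alternatives, a DESeq2 fit to recovered reads changed this call (log2 fold change 0.99, adjusted p = 0.00988, with adjusted p from 0.00988 to 0.148 over all alternatives). Without the WT library of column 3 the log2 fold change of zbtb24 was 0.63. The deposited values are totals per gene and do not show whether the counted transcripts carry the deletion.

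**Figure D1:**
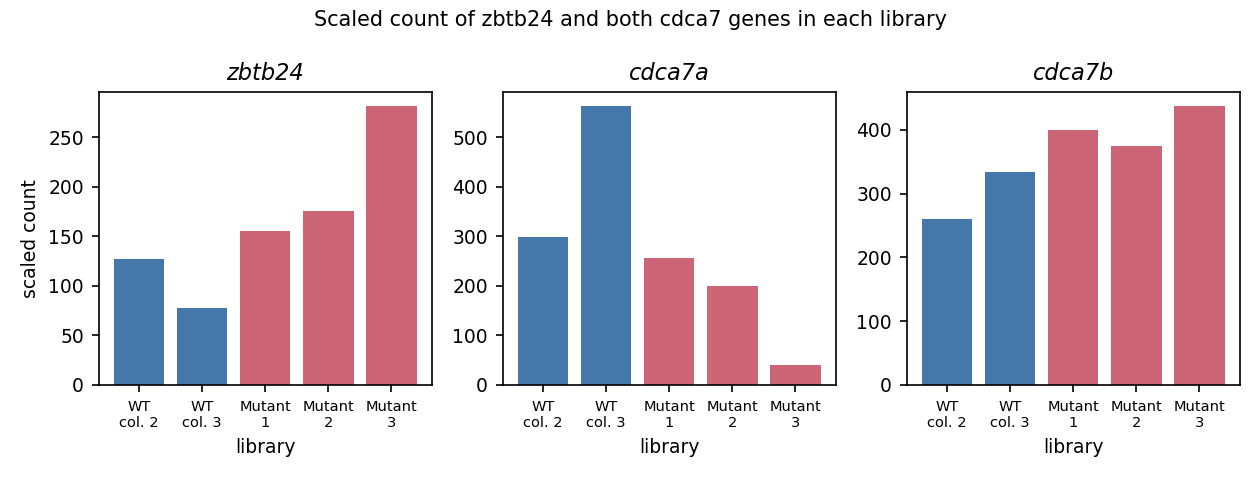
Bars give the scaled count (vertical axis, starting at 0) of zbtb24, cdca7a and cdca7b in each of the 5 libraries (horizontal axis), with libraries labelled WT in blue and those labelled Mutant in red. zbtb24 ranged from 155 to 282 in the libraries labelled Mutant, above the 127 and 77.3 of those labelled WT, and cdca7a was lowest in Mutant replicate 3 (40.4).

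The genotypes were then compared across all genes. Of 21854 genes listed, 20307 had a mean scaled count of at least 10 and were tested. At an adjusted p under 0.05 in limma and a change of at least 2-fold, 143 genes were higher and 72 genes were lower in the libraries labelled Mutant. Without the limit on fold, 1218 genes passed, 674 higher and 544 lower. An unadjusted p under 0.05 was reached by 5418 genes, where 1015 would be expected by chance. In all 143 higher and all 72 lower genes the values of the groups did not overlap. That held for 44.9% of all tested genes, against 20% expected by chance for groups of this size. The number of calls rested to a large extent on a single library, because without Mutant replicate 2 the counts were 37 higher, 16 lower and 71 at any fold. Of these, 34 higher genes and 15 lower genes were among the 143 and 72. A lost call need not mean a lost change. Without that replicate the log2 fold change of stat1b was 1.14 against 1.22, while its adjusted p rose from 0.0205 to 0.0858. That of mb21d1 fell more, to 0.88 from 1.55. Without Mutant replicate 1, 468 genes passed at any fold.

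**Figure D2:**
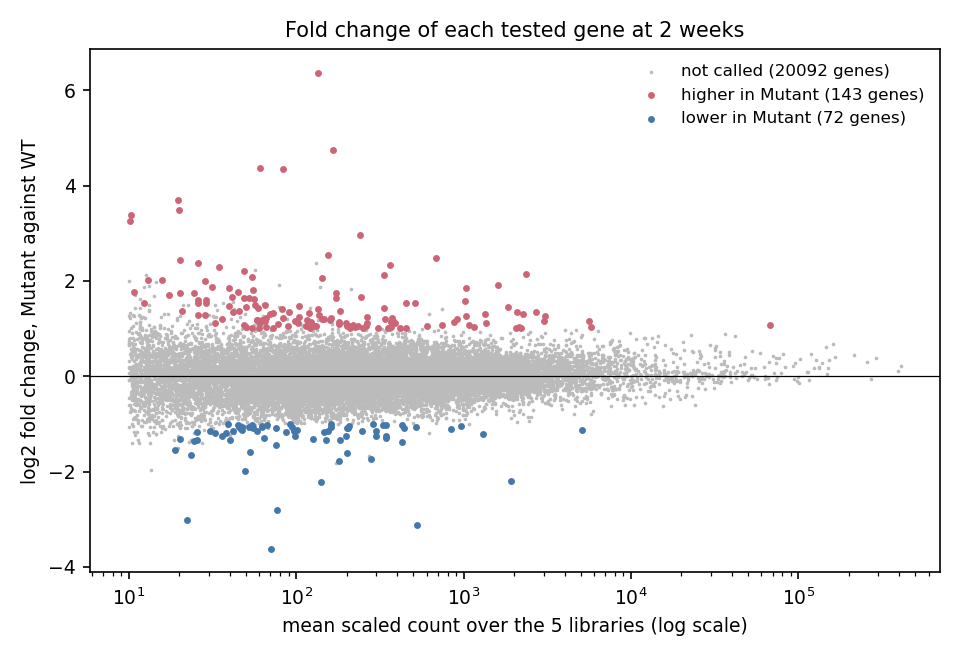
Each point is 1 of the 20307 tested genes, plotted by its mean scaled count over the 5 libraries (horizontal axis, log scale) and its log2 fold change in the libraries labelled Mutant against those labelled WT (vertical axis). The 143 genes called higher are red, the 72 called lower are blue, and the largest rise, 6.37, belongs to gig2l.

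The largest rise was that of gig2l (ENSDARG00000091730), an interferon-induced gene of fish. It had at most 1 read in each library labelled WT, and scaled counts of 18.8, 522 and 136 in those labelled Mutant. The mean of the latter was at least 71.1-fold higher (adjusted p = 0.0175). That bound rests largely on Mutant replicate 2, since the mean was 226 ± 263 (SD, n = 3). The call of gig2l was lost without Mutant replicate 2 (adjusted p = 0.0522), and over all alternatives its adjusted p ranged from 0.000605 to 0.0816. The rise with the smallest standard error among the 8 largest was that of the ribonuclease-like gene rnasel4 (ENSDARG00000076983), from 5.86 ± 2.2 (SD, n = 2) to 135 ± 16.2 (SD, n = 3), a log2 fold change of 4.35 (SE 0.27, adjusted p = 9.39e-05). Rises of 4.76 (SE 0.35) and 4.38 (SE 0.32) on the log2 scale were measured for si:ch73-106l15.4 and si:ch73-379f5.5, each with an adjusted p of 0.000297. The other 4 of the 8 genes named by rule were low in every library. These were itln2 (log2 fold change 3.69), the gene ENSDARG00000069058 (log2 fold change 3.48), CABZ01021530.1 and CR846090.1. The last pair had no more than 3 reads in any library labelled WT and were at least 5.28-fold and at least 5.20-fold higher. For CR846090.1 the bound rests largely on Mutant replicate 2 (35.5, against 4.95 and 9.09 in replicates 1 and 3). The calls of all 4 low genes were lost without Mutant replicate 2.

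Heat shock genes were prominent among the largest falls. Among the 8 largest falls, 4 were of genes named as hsp70 copies, whose reads can be split between near-identical sequences and are therefore uncertain for any single copy. Scaled counts of hsp70l (ENSDARG00000055723) fell from 1117 ± 80.4 (SD, n = 2) to 128 ± 27.1 (SD, n = 3), a log2 fold change of -3.13 (SE 0.17, adjusted p = 5.49e-05). For hsp70.1, hsp70.2 and hsp70.3 the log2 fold changes were -3.62, -2.81 and -2.22. Summed over these 4 copies, scaled counts were 1757 and 1638 in the libraries labelled WT, and 221, 174 and 269 in those labelled Mutant. The remaining falls were those of BX511021.2 (log2 fold change -3.01), the gene ENSDARG00000076221 (-2.19), SLC7A11 (-1.98) and si:ch211-198i6.4 (-1.79). Of the 8, the call of SLC7A11 was lost when a library was left out (without Mutant replicate 2, adjusted p = 0.0619).

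**Figure D3:**
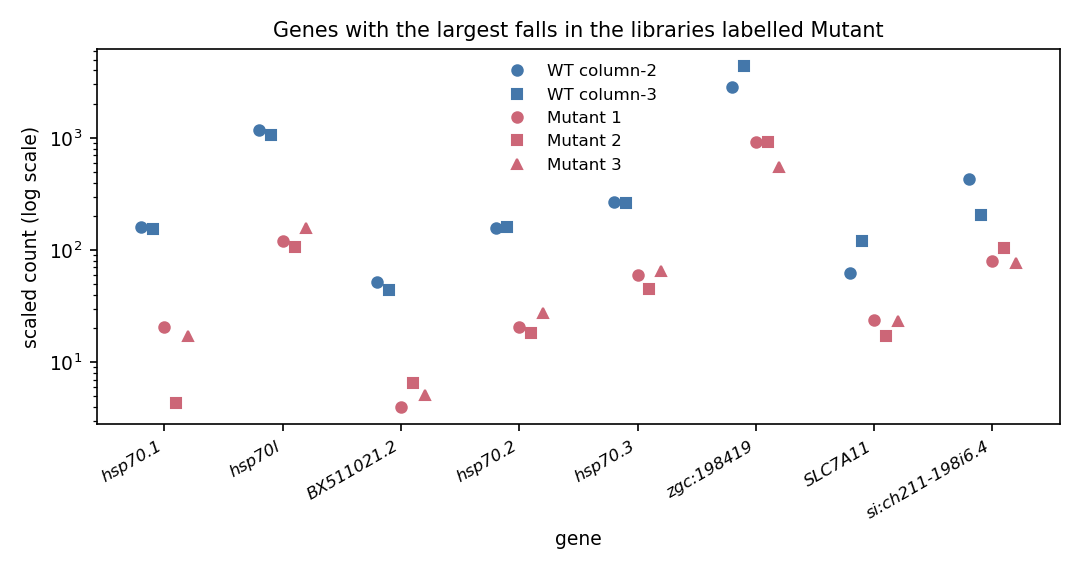
Points give the scaled count (vertical axis, log scale) of the 8 genes with the largest falls (horizontal axis) in each library, with libraries labelled WT in blue and those labelled Mutant in red. For each gene the red points lie below the blue ones, as for hsp70l with 120, 107 and 159 against 1173 and 1060.

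Activation of innate immunity was addressed with gene lists fixed beforehand. The first held 28 tested innate immune genes that the study displayed for these same libraries, so its result is not independent evidence. All 28 had a positive fold change, with a median log2 fold change of 1.22. At an adjusted p under 0.05 over all genes tested, 19 were higher, and 28 were higher when adjusted over the list alone. The list stood apart from the other genes with camera (adjusted p = 2.73e-22 over the 6 lists). Within it, stat1b rose from 87.7 ± 4.72 (SD, n = 2) to 210 ± 48.7 (SD, n = 3), with an adjusted p of 0.0205. The log2 fold changes of mxa, il22ra2 and irf7 were 2.29 (SE 0.45), 1.80 (SE 0.21) and 0.84 (SE 0.15). Without Mutant replicate 2, 8 genes of the list were higher and the calls of stat1b, mxa and irf7 were lost (adjusted p = 0.0858, 0.106 and 0.0841), while the median stayed at 1.14.

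A second list held 15 tested interferon-related genes that the study displayed for other larvae, at 3 weeks. Here 7 were higher and 2 were lower (12 higher and 2 lower adjusted over the list alone), and the median was 1.16 (camera adjusted p = 4.19e-06). Without Mutant replicate 2 only 1 was higher. This list shared 10 genes with the first. The 5 genes outside the first list had a median of 0.24 and included both falls, of socs1a (log2 fold change -1.26, SE 0.20) and cebpb (-0.62, SE 0.11).

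The third list was compiled from general knowledge of interferon stimulated genes and shared 3 genes with the 3 week list and none with the 2 week list. Of 42 tested genes, 37 had a positive fold change and 9 were higher (14 adjusted over the list alone), led by psmb8a (log2 fold change 1.19, SE 0.16, adjusted p = 0.0109). The single fall past the threshold was again that of socs1a. The median was 0.43 (camera adjusted p = 8.06e-08). It was 0.31 without Mutant replicate 2, where 1 gene was higher, and 5 were higher without Mutant replicate 3. Some commonly used reporters did not differ by more than the spread between replicates, such as isg15 (log2 fold change 0.24, SE 0.29, adjusted p = 0.631).

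Inflammation genes, the fourth list, differed less evenly. Of 27 tested genes, 2 were higher, mpeg1.1 (log2 fold change 0.67, SE 0.12) and cfb (0.54, SE 0.12). Another 2 were lower, cebpb and nfkbiab (-0.41, SE 0.09). Adjusted over the list alone, 5 were higher and 2 lower. The median was 0.54 (camera adjusted p = 0.0011) and fell to 0.28 without Mutant replicate 1. That library held 676 scaled counts of hp (ENSDARG00000051890), against 8.47 or fewer in every other library. It also held the highest value of saa and hamp of this list and of il1b and tnfaip2b of the 2 week list, and none of these 4 passed the threshold (adjusted p from 0.121 to 0.383).

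The fifth and sixth lists held sensors of nucleic acids with their signalling partners, and DNA methylation genes. Of 11 tested sensor genes 1 was higher, irf7, as when adjusted over the list alone, and 5 had an unadjusted p under 0.05. The median was 0.29 (camera adjusted p = 0.0273). The cytosolic RNA sensor ifih1, which encodes Mda5, had a log2 fold change of 0.29 (SE 0.18, adjusted p = 0.327). The fold changes of mb21d1 (1.55, adjusted p = 0.111), tmem173 (0.54), dhx58 (0.51) and irf3 (0.49) were positive without passing the threshold, and mb21d1 was at 0.88 without Mutant replicate 2. DESeq2 called mb21d1 (adjusted p = 0.0124, range over alternatives 0.0124 to 0.242). Those of mavs (0.03), myd88 (0.02), ticam1 (0.02), tlr3 (0.01) and tbk1 (-0.21) were at most 0.21 in size. For mavs, myd88, ticam1 and tlr3 the sign flipped when columns were rescaled to equal totals.

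Of the 15 DNA methylation genes tested, which include zbtb24, 0 passed the threshold over all genes or adjusted over the list alone, and 5 had an unadjusted p under 0.05. The median was 0.23 (camera adjusted p = 0.116). The largest change was that of cdca7a, another ICF syndrome gene. Its scaled counts were 300 and 563 in the libraries labelled WT and 255, 199 and 40.4 in those labelled Mutant, with means of 431 ± 186 (SD, n = 2) and 165 ± 111 (SD, n = 3). The log2 fold change was -1.68 (SE 0.63, adjusted p = 0.127), and -0.86 without Mutant replicate 3. Its paralogue cdca7b was at 0.45 (SE 0.14, adjusted p = 0.0885). Positive fold changes were measured for hells (0.39), dnmt3bb.1 (0.35), dnmt1 (0.34), dnmt3ba (0.31), dnmt3bb.2 (0.26), uhrf1 (0.23), dnmt3bb.3 (0.18) and dnmt3ab (0.04). Negative ones were measured for tet2 (-0.02), tet1 (-0.17), dnmt3aa (-0.24) and tet3 (-0.29). The sign of dnmt3ab flipped under equal totals. With a library left out, hells ranged from 0.028 to 0.75, dnmt3bb.1 from 0.079 to 0.62 and dnmt3ba from 0.049 to 0.58.

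Over the 6 lists, the camera result stayed under 0.05 after Benjamini-Hochberg adjustment for every list except that of DNA methylation genes (adjusted p = 0.116). Unlike camera, fry asks whether a list changed without comparing it with other genes, and it allows for correlation between the genes. With fry the 2 week list alone passed (adjusted p = 0.00273). With camera at an estimated correlation none did (adjusted p = 0.071 for the 2 week list).

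**Figure D4:**
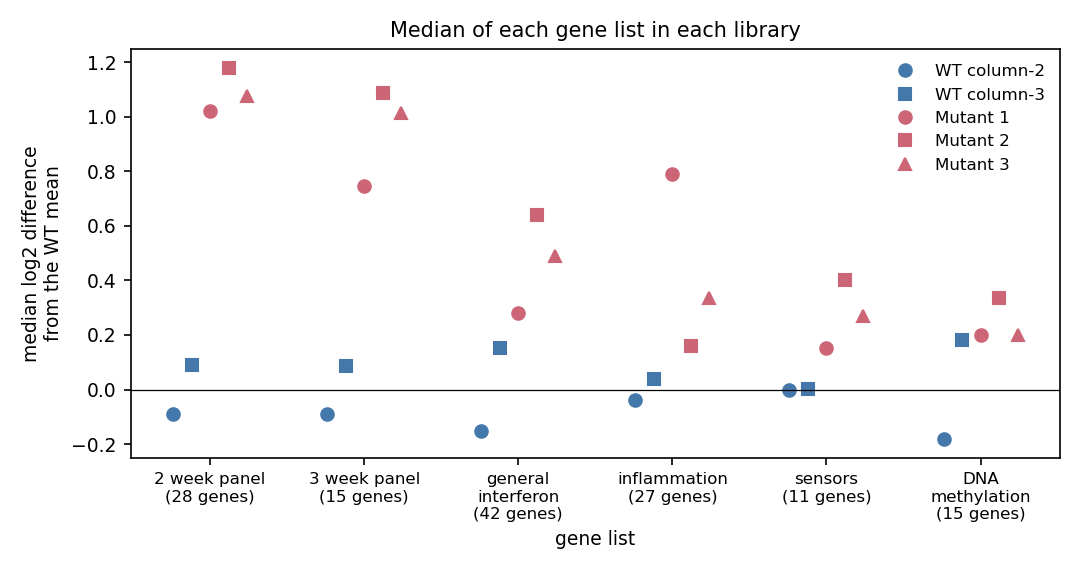
Points give, for each library, the median over a list of the log2 difference from the mean of the libraries labelled WT (vertical axis), for the 6 gene lists (horizontal axis, with the number of tested genes). Libraries labelled WT are blue and those labelled Mutant are red; on the 2 week list the latter lie at 1.02, 1.18 and 1.08, and on the inflammation list Mutant replicate 1 lies highest at 0.79.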

Values the study reported

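In fish homozygous for the deletion the study detected no transcripts of zbtb24 by qRT-PCR at 2 weeks. It reported that 119 genes were upregulated and 58 genes were downregulated by more than 2-fold in mutants at 2 weeks. About 30% of the upregulated genes were described as associated with innate immunity.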

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

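Of 140 comparisons of a list or count with its value under a change of pseudocount, filter, scaling or test, 134 stayed on the same side of the threshold or within 1.5 times the count, and none changed direction. Without a limit on low genes, for example, 149 genes were higher and 74 lower in the libraries labelled Mutant, and with quantile normalization 137 and 68.

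Rescaling the columns to equal totals gave 111 higher and 118 lower genes. That made 48.5% of the calls rises, against 66.5% with the deposited scaling. The median log2 fold change of all genes moved to -0.09, because the libraries labelled Mutant have larger scaled totals. The balance of rises and falls therefore depends on the scaling. Under this setting the signs of dnmt3ab (-0.040), mavs (-0.058), myd88 (-0.065), ticam1 (-0.065) and tlr3 (-0.069) reversed. So did the medians of 2 marker lists, heat shock genes other than the hsp70 copies (-0.012) and pancreas genes (-0.037, and -0.050 with quantile normalization).

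DESeq2 on recovered reads called 1992 genes at any fold, of which 1170 were among the 1218 of limma. It also placed zbtb24 past the threshold (log2 fold change 0.99), and gave 5 inflammation genes higher, 2 changed sensors and 1 changed DNA methylation gene. The cause was not tested.

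Leaving out a library had the largest effect, and part of it comes from having fewer samples. Across the 3 fits that each left out a library labelled Mutant, from 37 to 186 genes were higher, from 16 to 97 lower, and from 71 to 1146 changed at any fold. The low end was always the fit without Mutant replicate 2. There the 2 week list had 8 genes higher (18 at most), the 3 week list 1 (8), the general interferon list 1 (7), the inflammation list 1 (4 without Mutant replicate 3) and the sensors 0 (1 in the others, with 3 at an unadjusted p under 0.05 in this fit). Why this library matters most was not tested. The medians of the 2 week list (1.1 to 1.31) and the 3 week list (0.89 to 1.28) were steadier. Those of the general interferon list (0.31 to 0.56) and the inflammation list (0.28 to 0.60) moved more in proportion. These ranges include the fits without a library labelled WT, which give values with no test. All 4 immune list medians kept a positive sign and a camera p under 0.05 in every alternative with a test.

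Over the 5 fits that each left out a library the sign changed for hp (-0.72 without Mutant replicate 1, up to 3.19), hamp (-0.073 to 3.17), isg15 (-0.057 to 0.57), uhrf1 (-0.058 to 0.51), dnmt3ab (-0.028 to 0.12), tet2 (-0.081 to 0.049), mavs (-0.013 to 0.065), myd88 (-0.065 to 0.083), ticam1 (-0.042 to 0.12), tlr3 (-0.28 to 0.31), the heat shock marker list (-0.11 to 0.090) and the pancreas list (-0.10 to 0.16). Over 670 comparisons of single genes under other settings 7 calls were weaker and 6 stronger, and over 345 with a library left out 27 were weaker, 2 stronger and 36 moved. For the marker lists, 12 of 75 medians moved with a library left out.

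No paired analysis was possible because the columns labelled WT carry the numbers 2 and 3, which cannot be tied to the numbers in the sample titles. Fold changes of genes with few reads depend on the pseudocount and are uncertain, and where a group had 3 reads or fewer a fold is a lower bound. At this number of libraries the simulated changes were recovered for 98.0% of genes, with genes drawn independently and dispersions set by abundance alone.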

Other observations

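The tests of the chromosome of zbtb24, of other splits of the libraries and of the lists fixed beforehand were planned. All other tests in this part were chosen after the results they bear on had been seen. So was the use of the fixed lists to weigh explanations. In all, 16 marker lists were tried, 14 at first and those of embryonic globins and red blood cells later, and every one is reported. A further list, of adult globins, was dropped because its only match was an embryonic globin. The genes npas4a, hspb1, hsp90aa1.2, dnajb1b, hsp90aa1.1, hspb8, cryaa, gnat2, cdk1, adgrf3a, hbbe1.1 and alas2 were likewise picked after their values were seen. All directions are for libraries as labelled, since zbtb24 itself went against the labels.

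Of the 10 splits of the 5 libraries into 2 and 3, 1 gave as many called genes as the real one, namely the real split with 215. The other 9 gave 0 called genes, although up to 2425 genes had an unadjusted p under 0.05. With 10 splits the share cannot fall below 0.1, so chance cannot be told apart from a difference between the groups by this count. The labels give no date or batch of collection, and a batch that ran along with the genotype would look the same.

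Larvae homozygous for an allele also share the chromosome around it, and alleles linked to the deletion could differ in expression. Called genes were not more frequent on chromosome 17, which carries zbtb24 in the gene order of GRCz12tu, than on the others (two-sided Fisher's exact test, p = 0.847). This argues against linkage across the whole chromosome. Among the 100 tested genes nearest to zbtb24, 1 was called (1% against 0.975% of the rest, Fisher's exact test p = 0.626). It was adgrf3a, with 6 genes in between, which was higher by 1.48 (SE 0.21, adjusted p = 0.0127 in limma, 1.84e-05 to 0.0522 over the alternatives). A linked allele at single genes cannot be told apart from an effect of the mutation, since such effects can touch 1 gene.

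The rise of zbtb24 in the libraries labelled Mutant raises the question of swapped labels. A swap of the groups would lower the genes that the study displayed at 3 weeks from other larvae, and these were higher (median 1.16, camera adjusted p = 4.19e-06 and fry adjusted p = 0.056 over 6 lists). However, 10 of those 15 genes were also on the list displayed for the present libraries. The other 5 had a median of 0.24, with 0 higher and 2 lower past the threshold, so these genes do not decide. The general interferon list, which shares no gene with that list, goes with the labels (37 of 42 positive, 9 higher and 1 lower, camera adjusted p = 8.06e-08, fry adjusted p = 0.0965). The study described cdca7 as largely lost in mutants, from other larvae at 3 weeks and without naming a paralogue. In the present libraries the paralogues moved apart. Scaled counts of cdca7a were 255, 199 and 40.4 in the libraries labelled Mutant against 300 and 563 in those labelled WT (adjusted p = 0.127), while cdca7b was higher (log2 fold change 0.45, adjusted p = 0.0885). Scaled counts of zbtb24 were 127 and 77.3 in the libraries labelled WT, so a swap would leave its transcripts in mutants as well. The gene was thus counted in mutants under either labelling, unlike the study's description, and does not decide. The general interferon list goes with the labels but did not pass with fry, and the paralogues do not decide. Swapped labels were therefore not excluded. A deletion that leaves a stable transcript, or altered control of the gene by its own product, was not tested here. The study described transcripts of zbtb24 as undetectable in homozygous fish, by qRT-PCR at 2 weeks. Such an assay measures a part of the transcript, while the deposited values are totals per gene. The study's result therefore does not exclude a transcript from outside the deleted part, and the totals do not settle it.

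White blood cells express many of the induced immune genes, so a larger share of them may raise the lists. Markers of these cells outside the lists rose by a median of 0.34 (27 genes, 21 positive, 1 called; camera adjusted p = 0.000133 and fry adjusted p = 0.158 over 16 marker lists). By library the medians were 0.43, 0.34 and 0.11 for Mutant replicates 1, 2 and 3, far under the 1.02, 1.18 and 1.08 of the 2 week list. However, the study picked the genes of that list for their rise here, so they could exceed such markers under either explanation. The comparison therefore does not decide whether a larger share of such cells is the whole cause. For the general interferon list, with a median of 0.43, the markers were above it in Mutant replicate 1 and below it in the others, so the explanation cannot be told apart from induction within cells.

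All 4 genes named as hsp70 copies were lower (median -2.97, fry adjusted p = 0.0128). Reads moving between near-identical copies is argued against as the cause, because the sum over 4 copies fell by 2.96 on the log2 scale, from 1697 ± 84.5 (SD, n = 2) to 221 ± 47.2 (SD, n = 3). A candidate explanation is a stress response in the larvae of the libraries labelled WT when they were collected. Immediate early genes, which respond within minutes to stimulation, were lower as a set (29 genes, 14 lower and 0 higher past the threshold, median -0.38, camera adjusted p = 6.98e-09, fry adjusted p = 0.0403). Among them npas4a fell by 1.22 (SE 0.21), and its call was lost without Mutant replicate 2. Heat shock genes other than the 4 hsp70 copies, among them hspa8 (log2 fold change 0.09), did not move as a set (23 genes, median 0.07, camera adjusted p = 0.606). Of these, 2 were lower, hspb1 (-0.61, SE 0.11) and hsp90aa1.2 (-0.50, SE 0.11). Adjusted over the list alone 4 were lower, with dnajb1b (-0.72) and hsp90aa1.1 (-0.51) added, and 1 was higher, hspb8 (0.34). Of the 23, 13 had a positive fold change. The members go both ways, so stress at collection cannot be told apart from a change in basal hsp70 expression in the mutants.

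Eye genes were lower in all 3 libraries labelled Mutant. The median was -0.54 for 37 photoreceptor genes (16 called lower, camera adjusted p = 2.98e-15, fry adjusted p = 0.0128) and -0.50 for 25 lens genes (13 called lower, camera adjusted p = 1.21e-13, fry adjusted p = 0.048). With a correlation estimated from the data no marker list passed (adjusted p = 0.143 for photoreceptor genes). Scaled counts of gnat2 were 7615 and 7868 against 3990, 4590 and 5473, and those of cryaa 2873 and 3038 against 1464, 1727 and 1367. The scaling of the libraries is argued against, since the higher of both medians was -0.53 after quantile normalization. A smaller share of nervous tissue as a whole is argued against as the full cause, since genes of most neurons fell less in each library (median -0.25, 21 genes, camera adjusted p = 0.000119, fry adjusted p = 0.064). Another hour of collection predicts opposite moves of clock genes that peak at dawn and at dusk. Both medians were lower (-0.33 and -0.28, fry adjusted p = 0.283 and 0.0403). The dawn set did not fall beyond its spread, since WT column 3 (-0.19) lay below Mutant replicate 3 (-0.07). Its median ran from -0.53 to -0.13 with a library left out, so these sets do not decide on the hour of collection. A smaller eye relative to the body, or a difference in growth between the pools, may account for the pattern and was not tested.

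Genes of dividing cells rose in every library labelled Mutant (25 genes, 18 called higher, median 0.72, camera adjusted p = 1.68e-16, fry adjusted p = 0.0699). The libraries labelled WT also differed here, so that the median was 0.44 without column 2 and 1.04 without column 3. For cdk1 the log2 fold change was 1.04 (SE 0.19), and its call was lost without Mutant replicate 2. Smaller rises were seen for muscle (17 genes, median 0.37, fry adjusted p = 0.049), intestine (13 genes, 0.38, fry adjusted p = 0.0647) and liver genes (17 genes, 0.27, fry adjusted p = 0.0673), while pancreas genes did not move as a set (17 genes, 0.05, fry adjusted p = 0.802) and changed sign with the scaling. Over all alternatives the median of muscle genes ran from 0.18 to 0.44. That of intestine genes ran from 0.21 to 0.39, and that of liver genes from 0.19 to 0.43. No explanation was tested for the changes of these sets or of the genes of dividing cells.

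Embryonic globin genes were higher as well (7 genes, 5 called higher, median 0.91, camera adjusted p = 1.47e-05, fry adjusted p = 0.0984), with hbbe1.1 at 1.27 (SE 0.22, call lost without Mutant replicate 2). More red blood cells could explain this. Other genes of these cells rose by a median of 0.40 (15 genes, 5 called higher, fry adjusted p = 0.064), less than the globins in each library labelled Mutant, but alas2, which is needed for haem in red blood cells, rose by 1.32 (SE 0.14). Several genes of that list have high levels that other tissues may supply, so more red blood cells and a shift in globin type cannot be told apart. The globin median was 1.44 without Mutant replicate 3. Of these globins 5 lie on chromosome 3, as do 3 of the 4 hsp70 copies (all but hsp70l). There 22 of 937 tested genes were called (2.35% against 0.902% elsewhere, adjusted p = 0.00304 over 25 chromosomes). When called genes within 5 places of each other counted once, 13 called genes remained on it (1.39% against 0.806% elsewhere, Fisher's exact test p = 0.064), which is consistent with neighbouring copies counted one by one as part of the source.

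Mutant replicate 1 stood apart from the other libraries labelled Mutant by its inflammation genes, by a median of 0.35 over 27 genes. Its median over all genes differed by 0.0017, but the scaling brings such medians near 0, so a general shift of that library cannot be told apart by this value. On the general interferon list it lay lower than the others (-0.23). An infection or injury among the larvae of that pool would be a candidate explanation and cannot be told apart from chance variation between pools, because it concerns 1 library.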
